A study of Mus musculus with 17 samples.

How the data were processed

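The study measured small RNAs (smRNAs) in exosomes, the small membrane vesicles that cells release, isolated from mouse feces. All 17 libraries came from mice that lack interleukin 10 on a C57BL/6J background, a strain used as a model of inflammatory bowel disease. Per the labels' protocols, fecal pellets were homogenised and filtered, exosomes were precipitated with a commercial reagent, and libraries were made from the exosomal RNA with the QIAseq miRNA kit. That kit attaches unique molecular identifiers, short random tags that let PCR copies of one molecule be recognised.

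The deposited table holds whole-number counts per smRNA and library, with no normalization by the authors recorded in its values. Neither the labels' protocols used here nor the table's header name the aligner, the counting tool, the annotation version, the genome build or a filter on smRNAs. The authors named the deposited table as raw read counts, while the labels' protocols used here do not say whether the identifiers were used to remove PCR copies. If they were not, PCR copies add to the spread between libraries. How reads that match several mature miRNAs or several loci were assigned is not stated either, so values of closely related miRNAs carry that uncertainty. The table lists 1487 smRNAs, of which 1439 are mature miRNAs and 48 are piRNA loci carrying 32 piRNA names. A piRNA is a small RNA that binds PIWI proteins, and several loci can share 1 name. The smallest maximum over libraries of any listed smRNA was 10 counts, so the table lists smRNAs that reached at least 10 counts in some library.

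Libraries were grouped by the time point in the labels, with 10 start-point and 7 end-point libraries. The labels also give mouse identity and sex. There were 10 mice, of which 6 had libraries at both time points and 4 at the start-point only. The first and second end-point libraries both carry the label of mouse 1, although their title numbers differ. The pairing of libraries across time points comes from the mouse identity in the labels, not from the title numbers. The labels' protocols also mention wild-type mice, and no wild-type library was analysed here. The deleted gene codes for a protein, and its transcript was not analysed here.

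From the counts, differences were tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest), with TMM normalization factors, the filterByExpr filter and Benjamini-Hochberg adjustment. A smRNA was called at an adjusted p under 0.05. Separate models were fitted across all 17 libraries: time point alone, sex with time point as a covariate, and the interaction of sex and time point. Standard errors of log2 fold changes were computed as the size of the change divided by the square root of its F statistic. They restate the F-test and are not a separate estimate of spread. CPM values printed for single smRNAs are the deposited counts scaled to the library total, without TMM factors, whereas the fold changes include those factors. Log2 CPM values for library correlations and miRNA lists used TMM factors and a prior count of 2.

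Single values per library were compared by exact two-sided permutation tests over all 19448 ways of choosing 7 of the 17 libraries, and the 7 such tests were adjusted together by the Benjamini-Hochberg method. The number of detected smRNAs was counted after 1 seeded random draw of 32320 counts from each library, the smallest library total, with 1 count as detection. Confidence intervals of single-library shares are 95% Wilson intervals, and the smallest share a library can show was taken as 3 counts of its total. These intervals and floors cover counting error only.

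The smRNAs named in the text were set by a rule: the 5 with the smallest p among those called higher and the 5 among those called lower, the 1 with the smallest p for sex and for the interaction where none was called, and the 5 with the highest mean CPM. Lists of 10 leukocyte-associated and 12 intestinal-epithelium-associated miRNAs were also written down. The groups, test designs, naming rule, lists and most alternatives were fixed before the data were examined. List members past the threshold are named as well, which was decided after their values were seen.

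Mature miRNA names were matched by symbol or synonym to a RefSeq gene table of assembly GRCm38.p6, with 1384 matching 1 gene, 39 several and 16 none. Gene positions and host genes are given on that assembly, with host genes from the GENCODE vM21 annotation. Coordinates of piRNA loci are those in the deposited names, whose build is not stated.

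Scripts were tested on simulated counts for 1270 smRNAs with the libraries' own totals, of which 200 were changed by known folds. The time point test recovered 84.7% of the changed smRNAs that passed the filter, with 5.5% of its calls false. The sex test recovered 80.4%, with 8.6% false, and the interaction test 0.5%. The simulated smRNAs all had the same dispersion, with no effect of mouse or of groups of similar libraries. These false rates therefore need not hold for the real calls. The common biological coefficient of variation estimated from the real libraries was 0.794.

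Alternatives covered DESeq2 size factors, library totals without factors, other filters, the DESeq2 1.42.0 Wald test, limma-voom (limma 3.58.1) with and without library weights, robust dispersions, a threshold of 0.10, mouse identity as a fixed or random block, sex as a covariate, male libraries only, summing both end-point libraries of mouse 1, and leaving out each library in turn. Equal-depth counts, leaving out libraries under 75000 counts, and the older quasi-likelihood method of edgeR were added after the data had been seen. Permutations used Python 3.11.15 with scipy 1.17.1. Every column of the table belonged to 1 of the 17 libraries and was used.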

Results

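Fecal exosomal smRNAs were profiled in mice lacking interleukin 10 to follow how they change as the animals' bowel disease progresses. The 10 start-point libraries came from 7 male and 3 female mice. The 7 end-point libraries comprised 5 from males and 2 from females, and 2 of the male libraries carried the label of the same mouse. No pair of libraries held counts that agreed within sampling noise, since chi-square per degree of freedom was at least 10.1 for every pair, so none was treated as deposited more than once. This does not show that the end-point libraries labelled mouse 1 are independent, and the 7 end-point libraries came from 6 mice by their labels.

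Total counts per library ranged from 32320 in end-point library 3 to 178075 in start-point library 4. The mean was 137980 ± 30050 counts (SD, n = 10) at the start-point and 99884 ± 49989 counts (SD, n = 7) at the end-point. The difference in mean log10 total was -0.189, with an exact two-sided permutation p of 0.0489 and an adjusted p of 0.114, so it did not pass after adjustment over 7 tests. Apart from leaving out single libraries, the alternative that moved this most was summing the pair of end-point libraries from mouse 1, which gave -0.134 with an exact permutation p of 0.209. Summing joins the totals of both libraries and raises the end-point mean by construction, so that value does not test the difference. The smallest share of counts a library could show was 0.00168% in the deepest library and 0.00928% in the shallowest. End-point libraries 1, 3 and 7 held fewer than 75000 counts and no start-point library did, so low depth and time point cannot be told apart for these 3 libraries.

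Fewer smRNAs were detected at the end-point when every library was drawn down to 32320 counts. The mean was 1368 ± 48.0 smRNAs (SD, n = 10) at the start-point and 1163 ± 104 smRNAs (SD, n = 7) at the end-point. The difference of -205.3 smRNAs had an exact two-sided permutation p of 5.14e-05, the smallest the test can give, and an adjusted p of 0.00018. This test treated the libraries as independent, although 6 mice had libraries at both time points, and no test paired by mouse was run. Each end-point library, from 1008 to 1274 smRNAs, lay below each start-point library, from 1289 to 1433. At the same drawn depth, leaving out the 3 libraries under 75000 counts gave a difference of -183.3 smRNAs. Leaving them out and drawing the others to 87527 counts, the smallest total among them, moved it most, to -79.1 smRNAs with an exact permutation p of 0.0020. Only smRNAs that reached at least 10 counts in some library are listed. Most libraries were start-point, so the list may favour smRNAs of the start-point, which drawing to equal depth does not remove.

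**Figure D1:**
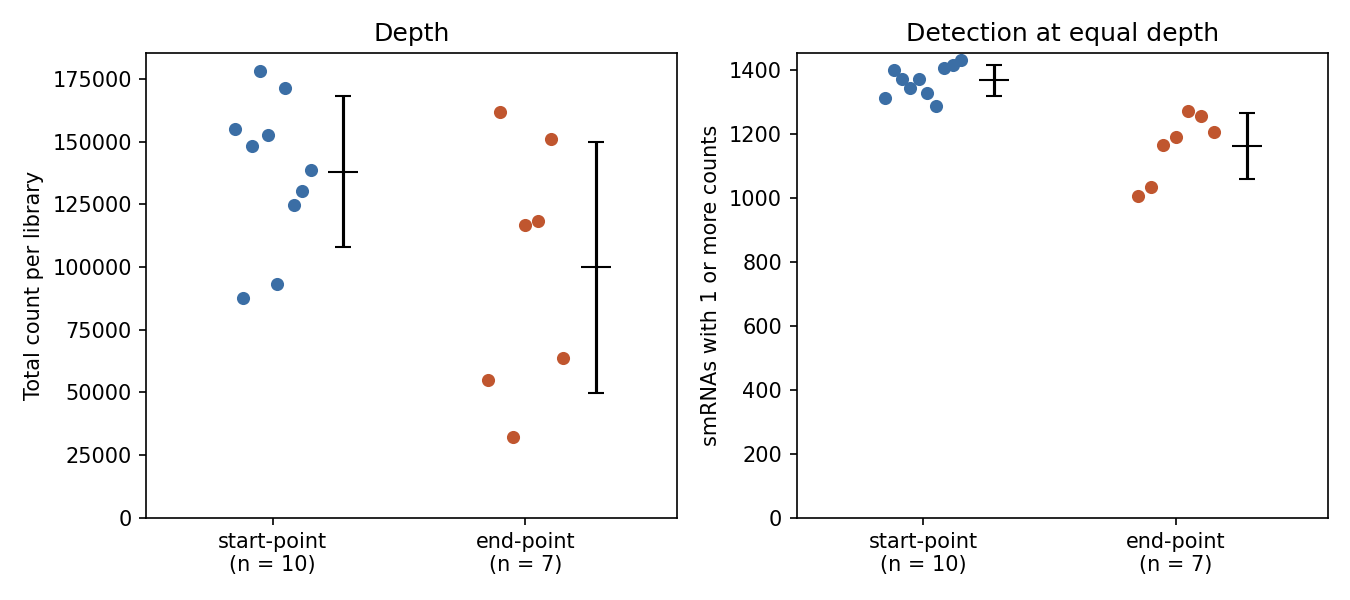
Total count per library (left axis, counts) and number of smRNAs with at least 1 count after drawing every library down to 32320 counts (right axis, smRNAs), with 1 point per library and bars for the mean ± SD of 10 start-point and 7 end-point libraries. Totals overlapped between time points, whereas the detected smRNAs ran from 1289 to 1433 at the start-point and from 1008 to 1274 at the end-point.

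The composition of the libraries in broad terms did not differ beyond the spread between replicates. The 10 most abundant smRNAs of each library held 33.7 ± 11.0% of counts (SD, n = 10) at the start-point and 37.2 ± 7.98% (SD, n = 7) at the end-point, with an exact permutation p of 0.497 and an adjusted p of 0.58. This difference of 3.46 percentage points changed sign, to -3.03, in male libraries only. The piRNA loci held 8.25 ± 8.15% of counts (SD, n = 10) at the start-point and 9.72 ± 6.67% (SD, n = 7) at the end-point, with an exact permutation p of 0.697 and the same adjusted p. Their share ran from 0.533% (95% Wilson interval 0.476 to 0.598%) in end-point library 1 to 24.2% (23.9 to 24.4%) in start-point library 5. This difference also changed sign, from 1.48 to -1.996 percentage points, in male libraries only.

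On average, libraries resembled others of their own time point more than those of the other time point. The mean Spearman correlation of log2 CPM across smRNAs was 0.608 over 45 pairs of start-point libraries, 0.497 over 21 pairs of end-point libraries and 0.346 over 70 pairs between time points. Genes within a library are not independent replicates, so libraries were permuted, and the difference of 0.227 between the mean within and between time points had an exact two-sided permutation p of 5.14e-05, the smallest possible, with an adjusted p of 0.00018. The permutation ignored which libraries came from the same mouse. The alternative that moved this difference most was male libraries only, at 0.185 with an exact permutation p of 0.00253. Without the 3 libraries under 75000 counts the difference was 0.235. However, the 12 end-point pairs of a library under 75000 counts and a deeper one averaged 0.366, close to the mean between time points.

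**Figure D2:**
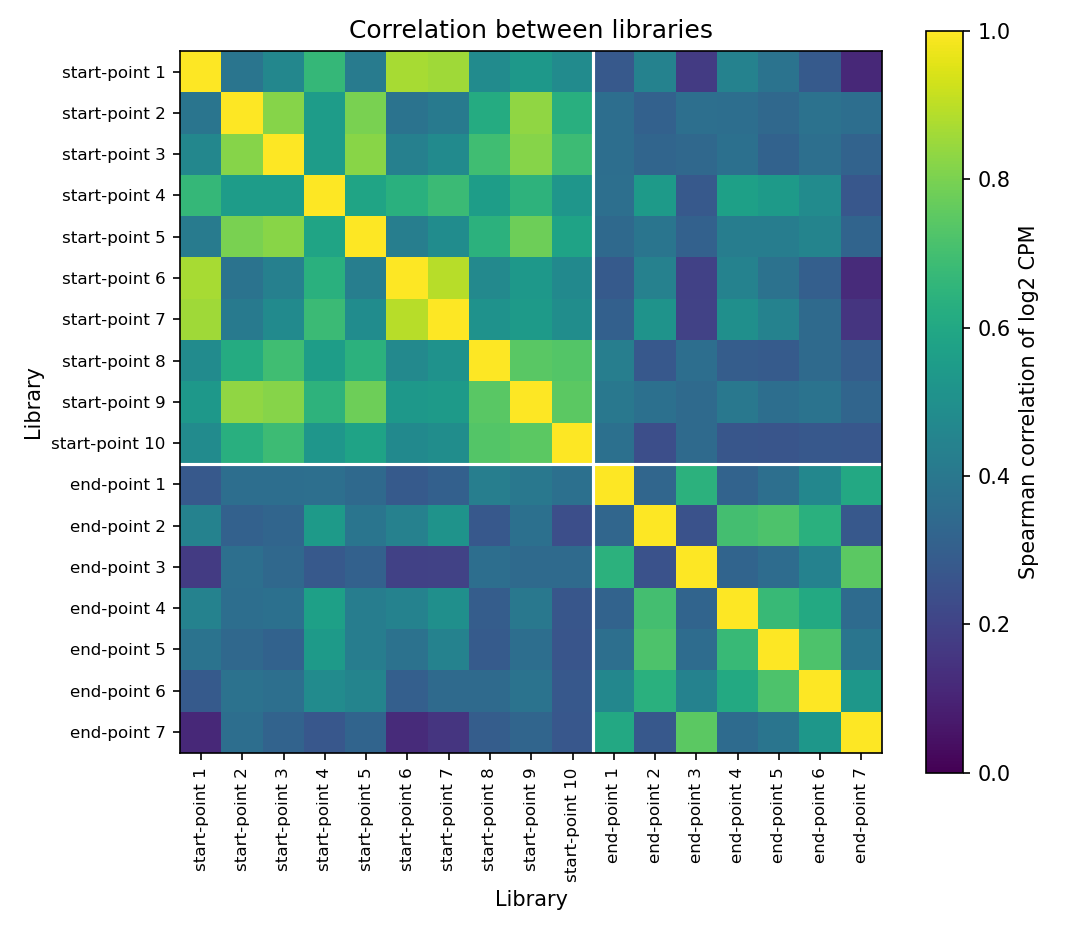
Spearman correlation of log2 CPM for each pair of the 17 libraries (both axes, libraries in label order; colour scale from 0 to 1), with white lines parting start-point from end-point libraries. Pairs within the start-point averaged 0.608, pairs within the end-point 0.497 and pairs between them 0.346, and start-point libraries 1, 6 and 7 correlated at 0.856 to 0.893 with each other.

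The comparison of end-point with start-point libraries asked which smRNAs differ as disease progresses. Without wild-type libraries, disease cannot be told apart from age or anything else that differed between the time points. Of 1270 smRNAs tested, which held 97.8% of counts, edgeR's quasi-likelihood test called 428 at an adjusted p under 0.05, with 221 higher and 207 lower at the end-point. With mouse identity as a block, fewer smRNAs were called, 104 in all, 48 higher and 56 lower, and 102 of them were called in the same direction without the block. The block with the second end-point library of mouse 1 left out gave 85 calls, the alternative that moved the count most. Taking that library as mouse 2 gave 114. Mouse identity as a random block in limma-voom gave 357 calls, with a consensus correlation within mice of -0.021. In the check of the pairing, libraries of the same mouse deviated from their group means with a mean correlation of 0.094 over 7 pairs from 6 mice, and the exact two-sided permutation p over 720 pairings of mice was 0.207.

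The balance of directions depended on the scaling and on the test. With library totals only, 480 smRNAs were called, 153 higher and 327 lower, so that 31.9% of calls were higher against 51.6% with TMM factors. With TMM factors, limma-voom called 362, 122 higher and 240 lower, or 33.7% higher. The median log2 fold change over all tested smRNAs was -0.18 with TMM factors and -0.65 with library totals only. In male libraries only, 211 smRNAs were called, 135 higher and 76 lower. Without the 3 libraries under 75000 counts, 467 were called, and 296 of the 428 calls remained past the threshold in the same direction. Among the 428 calls, log2 fold changes ran from -4.44 to 8.97 with a median size of 2.01. For 66 of them the values of the time points did not overlap. Over all tested smRNAs 71 showed no overlap, where chance gives 0.0103% of smRNAs. Of 33 piRNA loci tested, 7 were called, 6 of them higher at the end-point.

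**Figure D3:**
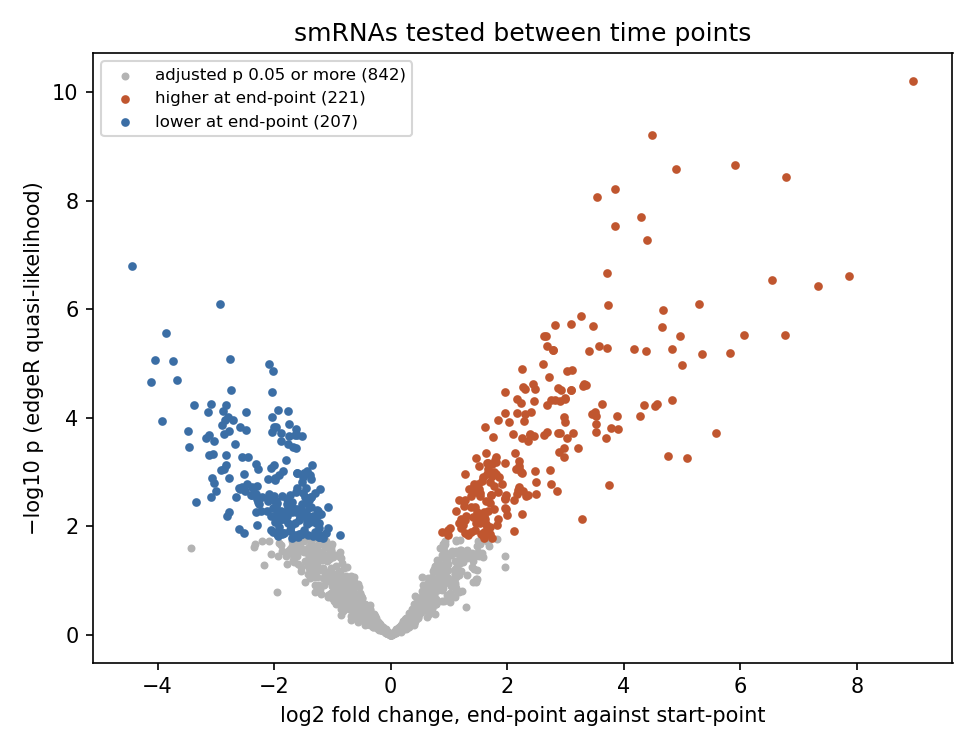
Log2 fold change between end-point and start-point (horizontal axis) against −log10 p of edgeR's quasi-likelihood test (vertical axis), with 1 point per tested smRNA. The 221 smRNAs called higher reached a log2 fold change of 8.97, the 207 called lower reached -4.44, and 842 were not called.

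Among smRNAs higher at the end-point, miR-6916-5p had the smallest p. Its mean was 94.5 ± 54.9 CPM (SD, n = 10) at the start-point and 25400 ± 18700 CPM (SD, n = 7) at the end-point, with a log2 fold change of 8.97 ± 0.83 (SE) and an adjusted p of 7.75e-08 in edgeR. It had 4 to 28 counts in start-point libraries and 69 to 7352 in end-point libraries. Its gene Mir6916 lies on chromosome 10 at 128511968 to 128512030 of GRCm38.p6, in an intron of Esyt1. The next was miR-7009-5p, with a log2 fold change of 4.48 ± 0.47 (SE), from 63.8 ± 29.9 CPM (SD, n = 10) to 878 ± 529 CPM (SD, n = 7) and an edgeR adjusted p of 3.9e-07. Mir7009 lies on chromosome 3 at 36475461 to 36475524, in an intron of Anxa5. The remaining 3 were miR-145a-3p, with a log2 fold change of 5.90 and an adjusted p of 8.08e-07 (Mir145a, intergenic on chromosome 18 at 61647825 to 61647894), miR-3101-3p, with 4.90 and 8.08e-07 (Mir3101, chromosome 7 at 27176006 to 27176093, overlapping an annotated exon of Rab4b), and miR-1956, with 6.78 and 9.16e-07 (Mir1956, chromosome 3 at 138526421 to 138526485, overlapping an annotated exon of Eif4e).

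Among smRNAs lower at the end-point, miR-138-5p had the smallest p. Its mean was 4980 ± 5500 CPM (SD, n = 10) at the start-point and 185 ± 184 CPM (SD, n = 7) at the end-point, with a log2 fold change of -4.44 ± 0.61 (SE) and an adjusted p of 1.81e-05 in edgeR. This mature sequence is produced by 2 genes, Mir138-1 and Mir138-2, so no single position applies. The next was miR-672-3p, which fell from 1490 ± 627 CPM (SD, n = 10) to 148 ± 101 CPM (SD, n = 7), with a log2 fold change of -2.93 ± 0.45 (SE) and an edgeR adjusted p of 5.81e-05. Mir672 lies on chromosome X at 104116175 to 104116274, in an intron of Nexmif. The remaining 3 were miR-682, with a log2 fold change of -3.85 and an adjusted p of 0.000131 (Mir682, intergenic on chromosome 13 at 75645046 to 75645141), miR-7665-5p, with -2.75 and 0.000251 (Mir7665, chromosome 2 at 120017517 to 120017579, in an intron of Mapkbp1), and miR-7084-3p, with -4.04 and 0.000251 (Mir7084, chromosome 9 at 22113944 to 22114013, overlapping an annotated exon of Elof1). Counts of miR-682 were 0 to 4 in end-point libraries and 12 to 111 in start-point libraries, so its level at the end-point was near the smallest the depth can show. All 10 of these miRNAs kept their direction and their side of the threshold in every alternative in which they were tested, the blocks on mouse included.

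**Figure D4:**
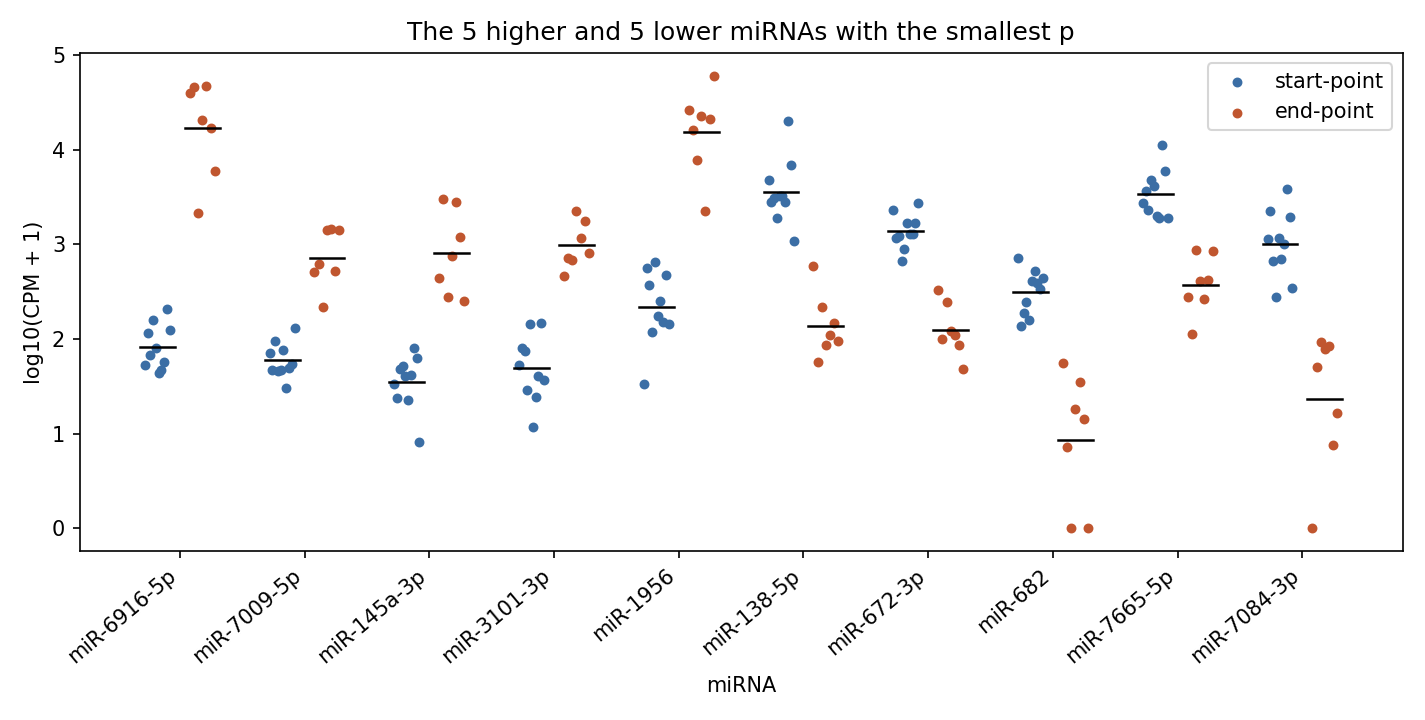
Log10(CPM + 1) (vertical axis) of the 5 miRNAs higher and the 5 lower at the end-point with the smallest p (horizontal axis), with 1 point per library for 10 start-point and 7 end-point libraries and a line at each group's mean. The time points do not overlap for any of the 10 miRNAs.

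The most abundant smRNA was the piR_002643 locus on chromosome 3 at 5843705 to 5843732, with 7.43% of all counts. It did not differ between time points, at 66100 ± 71300 CPM (SD, n = 10) and 67100 ± 46200 CPM (SD, n = 7), with an edgeR adjusted p of 0.543. In second place, miR-6979-3p fell from 95300 ± 75400 CPM (SD, n = 10) to 9550 ± 7430 CPM (SD, n = 7), with a log2 fold change of -2.81 ± 0.94 (SE) and an edgeR adjusted p of 0.0242. Mir6979 lies on chromosome 18 at 37854605 to 37854660, in an intron of Diaph1. It was called in 14 of 19 alternatives, with adjusted p from 0.00167 to 0.107, and not with mouse as a fixed block. It also lost its call in male libraries only, with an edgeR adjusted p of 0.0898. Without the libraries under 75000 counts its log2 fold change was -2.14, with an edgeR adjusted p of 0.105. Of the other 3, miR-125a-3p had a log2 fold change of 1.53 ± 0.61 (SE) and an edgeR adjusted p of 0.0578, and miR-351-5p had 0.15 ± 0.74 and 0.89, so neither was called. However, miR-125a-3p had an adjusted p under 0.05 in 6 of 19 alternatives, with values from 0.0194 to 0.266. The direction of miR-351-5p changed with library totals only, to -0.31. The last, miR-6959-3p, rose with a log2 fold change of 2.99 ± 0.60 (SE) and an edgeR adjusted p of 0.000782. It was called in 16 of 19 alternatives and not with mouse as a fixed block, and its adjusted p ran up to 0.067. This miRNA was highest in the libraries under 75000 counts, at 37800, 121000 and 57600 CPM in end-point libraries 1, 3 and 7. The other end-point libraries held 2660 to 15300 CPM, and start-point libraries 1910 to 13200 CPM. Its call remained without the libraries under 75000 counts.

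Neither miRNA list shifted as a whole. The leukocyte-associated list had 8 of its 10 members in the table and 7 tested. Its mean log2 CPM was 8.12 ± 0.43 (SD, n = 10) at the start-point and 7.59 ± 1.03 (SD, n = 7) at the end-point, with an exact permutation p of 0.161 and an adjusted p of 0.282 for the difference of -0.53. Within mice, the paired difference with mouse as a block was -0.53, lower in 4 of 6 mice, with an exact sign-flip permutation p of 0.281 where the smallest possible is 0.0312. Adjusted over the list alone or over all smRNAs, the same number was called in edgeR, 2 of 7: miR-223-3p with a log2 fold change of 2.38 and miR-342-3p with -1.61. At the end-point, miR-223-3p was at 1740 CPM in library 4 and at 91.3 to 313 CPM in the others. Start-point libraries held 87.5 to 277 CPM of it. Apart from leaving out single libraries, miR-223-3p was called in 13 of 18 alternatives, with adjusted p up to 0.335. With mouse as a block none of the 7 was called under either adjustment. The intestinal-epithelium-associated list had 10 of its 12 members in the table, all tested. Its mean log2 CPM was 8.81 ± 0.82 (SD, n = 10) and 8.24 ± 1.05 (SD, n = 7), with an exact permutation p of 0.227 and an adjusted p of 0.318 for the difference of -0.57. The paired difference with mouse as a block was -0.78, lower in 5 of 6 mice, with an exact sign-flip permutation p of 0.125. Adjusted over the list or over all smRNAs, 7 of 10 were called. With TMM factors, miR-192-5p (-2.77), miR-194-5p (-2.31), miR-375-3p (-2.31) and miR-31-5p (-2.30) were lower, and miR-215-5p (3.51), miR-200b-3p (3.28) and miR-141-3p (2.86) were higher, all as log2 fold changes. The rise of miR-200b-3p rested on end-point libraries 2 and 4, at 35700 and 14400 CPM, while the other 5 held 30.9 to 853 CPM and the start-point mean was 1830 CPM. Without end-point library 2 its log2 fold change was 1.38 with an edgeR adjusted p of 0.291, and over the 19 other alternatives its adjusted p ran from 0.00478 to 0.965. For miR-141-3p, end-point library 5 held 2900 CPM and the other end-point libraries 72.8 to 830 CPM. Start-point libraries held 67.4 to 344 CPM of it. Apart from leaving out single libraries, miR-141-3p was called in 13 of 18 alternatives, with adjusted p up to 0.362. With mouse as a block, edgeR called 2 of the 10 over all smRNAs, miR-375-3p and miR-31-5p, and 3 over the list alone, with miR-192-5p. With the second end-point library of mouse 1 left out as well, 0 were called over all smRNAs and 3 over the list. With that library taken as mouse 2, 1 was called under either adjustment, miR-31-5p. Without the libraries under 75000 counts, miR-375-3p, miR-194-5p and miR-31-5p lost their calls, with edgeR adjusted p of 0.172, 0.0933 and 0.0505. In male libraries only, miR-375-3p, miR-31-5p and miR-200b-3p lost theirs, with 0.0646, 0.101 and 0.0702. Leaving out the libraries under 75000 counts moved both lists most and reversed them, to 0.193 and 0.188, with exact permutation p of 0.535 and 0.691. With library totals only, the differences were -0.993 and -1.002, with exact permutation p of 0.000874 and 0.00108. Relative to the median difference over all smRNAs, -0.79 with library totals only and -0.40 with TMM factors, the leukocyte list differed by -0.20 and -0.14 and the epithelial list by -0.21 and -0.17. With library totals only, miR-200b-3p lost its call, with an adjusted p of 0.0663, and miR-21a-5p (-1.32, adjusted p 0.0235) and miR-429-3p (-1.20, adjusted p 0.0293) gained one.

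The comparison of female with male libraries, adjusted for time point, called 0 of 1462 smRNAs, with 140 at an unadjusted p under 0.05. The smallest p was that of miR-291a-3p, with a log2 fold change of 2.69 ± 0.60 (SE) and an edgeR adjusted p of 0.133. Its mean was 18.7 ± 6.47 CPM (SD, n = 7) in males and 135 ± 106 CPM (SD, n = 3) in females at the start-point, and 42.9 ± 66.7 CPM (SD, n = 5) and 634 ± 344 CPM (SD, n = 2) at the end-point. Its gene Mir291a is intergenic on chromosome 7 at 3218919 to 3219000. With library totals only it was the 1 smRNA called, with a log2 fold change of 3.23 and an edgeR adjusted p of 0.00578, and over the 10 alternatives run other than leaving out single libraries its adjusted p ran from 0.00578 to 1.0. The DESeq2 Wald test moved the count most, to 23 calls. The interaction of sex and time point, which asks whether the change over time differed between sexes, called 0 of 1462 smRNAs, with 93 at an unadjusted p under 0.05. Its smallest p was that of miR-7002-5p, with a log2 difference of 3.40 ± 0.90 (SE) and an edgeR adjusted p of 0.548. The DESeq2 Wald test called 3 smRNAs, among them miR-7002-5p with 3.51 and an adjusted p of 0.00365. Over its 11 alternatives other than leaving out single libraries, its adjusted p ran from 0.00365 to 0.991. In simulated counts the edgeR interaction test recovered 0.5% of the changed smRNAs, so the absence of calls in edgeR does not show that such differences are absent.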

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

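Both tests of miR-342-3p, the equal-depth tests of the other single libraries in the form given here, and the test with another mouse label were chosen after the results had been seen, and so was the judgement that thinning to equal depth cannot decide in this part. The others were set beforehand. Thinning leaves shares of counts the same on average, so the equal-depth values given here neither point to depth nor exclude it. Dixon's test, which compares the gap between the most extreme library and its nearest neighbour with the range of its group, was applied 64 times at the 95% level and picked out 3 libraries. Chance alone gives about 3.

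The log2 CPM of miR-291a-3p was 7.59 in start-point library 8, against 4.64 to 6.19 in the other start-point libraries, with a gap of 0.475 of the range. With scaling by library totals the gap was 0.403 and no longer passed Dixon's critical value, so the separation depends on the scaling. The TMM factor of this library, 1.48, lowers its own value, so that factor did not make it high. At equal depth with the same factors the gap was 0.472. This library came from a female. The test of sex for this miRNA did not pass with TMM factors and all libraries (adjusted p 0.133), but it passed with library totals (adjusted p 0.00578) and without start-point library 10, end-point library 1 or end-point library 5 (0.0455, 0.0317 and 0.00653). The female excess had the same direction under both scalings, with log2 fold changes of 2.69 and 3.23, and unscaled start-point values were 57.7 to 256 CPM in females and 11.4 to 29.2 CPM in males. A difference between the sexes may therefore contribute to the high value, while whether the gap passes depends on the scaling. Depth does not explain the value, since the total of this library, 124920 counts, lies within the range of the other start-point libraries, and both shallower and deeper ones had lower values.

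The log2 CPM of miR-6979-3p was 11.95 in start-point library 10, against 14.98 to 17.92 in the others, with a gap of 0.507 of the range. The gap was 0.437 with library totals, short of the critical value, and 0.509 at equal depth with the same factors. The TMM factor of 1.92 in this library, the highest of all, lowers its value and may account for part of the distance. The library still held 1042 counts of this miRNA, the fewest of the start-point libraries. No biological explanation was tested.

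The log2 CPM of miR-342-3p was 4.91 in end-point library 7, against 7.43 to 7.85 in the other end-point libraries, with a gap of 0.857 of the range. It rests on 1 count, where the other end-point libraries held 10 to 18. With library totals the gap was 0.448 and no longer passed, and at equal depth with the same factors it was 0.848. Scaling may explain part of it. End-point libraries 1 and 3 were shallower, with 54747 and 32320 counts in all against 63858 in end-point library 7. They held 12 and 10 counts of this miRNA, which argues against low depth alone. Counting error on a value of 1 count was not tested, so depth is not excluded. No biological explanation was tested.

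With the end-point libraries of mouse 1 averaged, the share of counts in the 10 most abundant smRNAs changed in opposite directions in the sexes, by a difference of 20.3 percentage points. It rose by 14.9 and 14.6 points in the 2 female mice with both time points, a mean of 14.7, and changed by -2.65, -13.8, -5.33 and -0.623 points in the 4 males, a mean of -5.59. The first of these males is mouse 1, and its libraries moved apart, by -13.0 points in the first end-point library and 7.71 points in the second. If the second is taken as mouse 2, that male rose by 15.4 points, the directions no longer separate the sexes, and the exact permutation p over 7 mice was 0.19. The pattern therefore depends on that average. The difference was not tested when it was picked out. With the labels as given, an exact permutation of sex over the 6 mice then gave a p of 0.0667, the smallest that the 15 assignments allow, so the pattern cannot be told apart from a chance assignment of sex. At equal depth the difference was 20.5 points. It was 1 of 32 such checks of direction, about what chance gives if each mouse is equally free to move either way.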

How the results depend on the processing

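The difference in detected smRNAs and the higher similarity within time points kept their direction and stayed past the threshold in all alternatives run, and so did the 5 higher and 5 lower miRNAs with the smallest p, where tested. None of the alternatives for detection or similarity paired libraries by mouse. Other comparisons changed as follows. For the smRNAs differing between time points, the mouse block gave 104 calls, or 85 and 114 with the second mouse 1 library left out or taken as mouse 2, male libraries only gave 211, and counts thinned to equal depth gave 202. The other alternatives gave 348 to 563. Leaving out each library in turn gave 365 to 463 over 17 fits. Thinning tested 548 smRNAs in place of 1270, so depth limits how many smRNAs can be called. The cause was not tested for the other settings. For sex, library totals gave 1 call and DESeq2 gave 23, and leaving out a library gave 0 to 1. For the interaction, DESeq2 gave 3 calls and leaving out a library gave 0 to 1 over 15 fits. Leaving out end-point library 6 or 7 leaves 1 female library at the end-point, so no call is given there. The causes were not tested.

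The difference in log10 total count did not pass after adjustment in the first place. Its unadjusted exact permutation p of 0.0489 rose to 0.209 with the mouse 1 libraries summed (-0.134), to 0.106 in male libraries only (-0.215) and to 0.0691 untransformed (-38100 counts). Summing raises the end-point mean by construction, so the first of these does not test the difference. The difference in log10 total ran from -0.234 to -0.117 when each library was left out. The share of the 10 most abundant smRNAs reversed in male libraries only (-3.03 points) and for the single most abundant (-3.76 points). It ran from 0.951 to 5.37 points when each library was left out. The piRNA share reversed in male libraries only (-1.996 points) and ran from -0.276 to 3.24 points when each library was left out. With library totals the leukocyte and epithelial lists passed at -0.993 and -1.002. Without libraries under 75000 counts both reversed, to 0.19 and 0.19, with exact permutation p of 0.535 and 0.691. Leaving out each library gave -0.81 to -0.34 for the leukocyte list and -0.78 to -0.36 for the epithelial list. With library totals the median over all smRNAs was also lower, at -0.79 against -0.40 with TMM factors, and relative to it the lists were at -0.20 and -0.21 against -0.14 and -0.17, so most of their move was that of all smRNAs. The causes of the other changes were not tested.

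For miR-351-5p the log2 fold change reversed with library totals (-0.31) and in male libraries only (-0.59), and ran from -0.13 to 0.83 when each library was left out. For miR-200b-3p it reversed to -0.61 under the mouse block with the second mouse 1 library left out. That library held 5774 counts of it, the most of any, and leaving it out without the block already lowered the change from 3.28 to 1.38. For miR-351-5p the cause was not tested. Over the 26 named results, 471 comparisons under other settings comprised 409 that kept direction and side of the threshold, 50 weaker, 9 stronger and the 3 reversals given here. Of the weaker ones, 29 arose under a fixed mouse block. Leaving out each library gave 428 unchanged of 440 tested comparisons, 4 weaker, 6 stronger and 2 reversed. No library fell under 26030 counts, the planned limit set from the median total, so the alternative that leaves out such libraries could not change anything and has no value.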

Other observations

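The guide arm tests and the tests of mislabelling for mouse 1 were chosen after the patterns had been seen, and so was the judgement that the equal-depth test of direction could not decide. The other tests were set beforehand.

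Of 96 ways of exchanging time points within mice, 1, the real one, gave as many as 428 called smRNAs. The others relabelled 2 to 12 libraries. The next largest count was 185, with 2 libraries relabelled, and the median of the others was 3. For sex, 7 of 40 splits of the mice gave as many smRNAs at an unadjusted p under 0.05 as the 140 observed, and for the interaction 24 of 40 gave as many as the 93 observed, so neither stands apart from other splits.

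Depth and base composition were weighed as explanations of the change between time points. At equal depth, 206 of the 428 calls were still tested, 100% of these kept their direction and 184 were called again. Thinning the same counts could hardly reverse a direction, so this test cannot decide whether depth is involved. Without the 3 end-point libraries under 75000 counts, 69.2% of calls remained, narrowly above the 67% set as the limit for calling the result dependent on them. The Spearman correlation of log2 fold change with hairpin GC content across 1187 miRNAs, 96.0% of those tested, was -0.004. Since 467 smRNAs were called without the shallow libraries, low depth does not fully explain the calls, and GC content showed no relation to them.

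The 3 shallow end-point libraries resembled each other at a mean Spearman correlation of 0.665 (3 pairs) and the 4 deeper ones at 0.676 (6 pairs), but pairs of a shallow and a deeper library averaged 0.366 (12 pairs). At equal depth the mixed pairs stayed lower than the deeper pairs by a difference of -0.342, so counting depth by itself did not produce the split. The labels give no batch, and whether a batch or a state of the animals parts these libraries was not tested. Start-point libraries 1, 6 and 7 formed a similar set, with correlations of 0.856 to 0.893 among themselves and 0.381 to 0.682 with the other start-point libraries.

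The end-point libraries that both carry the label of mouse 1 were unlike each other. Their correlation of 0.329 ranked 17 of 21 end-point pairs, and 16 at equal depth. End-point library 1 is a shallow and the other a deeper library, and among the 12 such pairs it ranked 8, so the low value follows the split between shallow and deeper libraries and is no evidence for or against a mislabelled library. At the same time, 1 smRNA, miR-7677-5p, was over 10-fold higher in both than in any other library, with 698 and 12271 counts against at most 21 in the other 15. However, end-point libraries 2 and 4, from different mice, also shared 1 such smRNA, miR-7220-5p, so the labels cannot be settled here.

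Counts under mouse miRNA names did not carry some marks of hairpin processing. In a hairpin, the guide arm usually accumulates and the passenger arm is degraded. Of 85 hairpins with a guide arm written down, both arms were listed for 45, and the guide arm had more counts in 22, or 48.9% (95% Wilson interval 35 to 63%). Taking an arm that is not listed as the lower one gave 61.2%, 49 of 80. Both lie under the 75% set as the limit. Across libraries, miRNAs of neighbouring hairpins within 10 kb, 563 pairs, had a median correlation of 0.049, at percentile 83.3 of random sets of pairs. The guide arm was the higher one in 55.1 ± 6.77% of hairpins per start-point library (SD, n = 10) and 50.5 ± 7.34% per end-point library (SD, n = 7), with an exact permutation p of 0.209. A candidate explanation is that part of the counts come from short fragments of another source, such as gut microbes or diet, assigned to mouse miRNA names by chance similarity. No sequence was compared with another genome here, so the source was not tested, and the differences between time points may in part be differences in such fragments.

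The related miRNAs miR-192-5p and miR-215-5p, which are close relatives in sequence, moved in opposite directions under TMM factors, DESeq2 size factors and library totals only. Their summed counts did not differ between time points, at 2479 ± 2100 CPM (SD, n = 10) and 3512 ± 4802 CPM (SD, n = 7), with an exact permutation p of 0.907. Such a result would follow if reads were assigned differently between the pair, and would also follow from opposite changes of each. The end-point SD of the sum exceeded its mean, so the test cannot show that the sum was kept. Shared reads were therefore neither shown nor excluded.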
